# Changes in the expression pattern of *OsWUS* negatively regulate plant stature and panicle development in rice

**DOI:** 10.1093/g3journal/jkad100

**Published:** 2023-05-04

**Authors:** Huiwu Tang, Jinlan Fan, Ru Wang, Jiahui Zhu, Xinzhu Xiang, Jingfang Dong, Lingyan Zhou, Limin Wang

**Keywords:** rice, *OsWUS*, panicle development, dwarfism, gibberellic acid, Plant Genetics and Genomics

## Abstract

*WUSCHEL* (*WUS*) and *WUSCHEL*-*RELATED HOMEOBOX* (*WOX*) encode transcription factors and play important roles in regulating the formation and maintenance of shoot and floral meristems. *OsWUS* have distinct functions in meristem development with slightly tuned expression. However, the mechanisms regulating the specific expression of *OsWUS* need to be further explored. In this study, an abnormal expression mutant of *OsWUS*, called *Dwarf and aberrant panicle 1* (*Dap1*) was used. In order to identify the causal gene in *Dap1*, high-efficiency thermal asymmetric interlaced (hiTAIL)-PCR and co-segregation analysis were performed. We surveyed the growth and yield traits in *Dap1* and wild type. Changes in gene expression between *Dap1* and wild type were determined by RNA-seq. The *Dap1* mutant is due to the T-DNA inserted at 3,628-bp upstream of the translation start codon of *OsWUS*. Plant height, tiller numbers, panicle length, the number of grains per main panicle, and the number of secondary branches was significantly reduced in the *Dap1* mutant. The expression of *OsWUS* was markedly increased in *Dap1* mutant plants compared to the wild type, which might be due to a disruption in the genomic sequence integrity. Simultaneously, the expression levels of gibberellic acid-related genes and genes involved in panicle development were significantly changed in the *Dap1* mutant. Our results suggest that *OsWUS* is a precise regulatory element, its specific spatio-temporal expression pattern is critical for its function, and both loss-of-function and gain-of-function mutations lead to abnormal plant growth.

## Introduction

*WUSCHEL* (*WUS*), the prototypical member of the *WUSCHEL*-*RELATED HOMEOBOX* (WOX) gene family, encodes a homeodomain transcription factor that regulates the formation and maintenance of shoot- and floral meristems (FMs) (Laux *et al.* 1996; Mayer *et al.* 1998). The development of shoot apical meristems (SAMs) and FMs in plants is regulated by the WUS-CLV3 signaling pathway (Mjomba *et al.* 2016). *WUS* was originally identified in *Arabidopsis* (*AtWUS*) as a central regulator of cell fate in shoot and FMs. The WUS protein is produced in the organizing center (OC) domain of apical meristems (AM) and is transported to the stem cells of the central zone through plasmodesmata to promote the proliferation of stem cells (Yadav *et al.* 2011). *AtWUS* is a potential target involved in the *CLAVATA* (*CLV3*) pathway to regulate the fate of stem cells in meristems; the expression of *CLV3* negatively regulates *AtWUS* expression in the OC (Brand *et al.* 2000). The homeotic gene *AGAMOUS* (*AG*) is required for the formation and differentiation of FMs. *AtWUS* cooperates with the floral identity protein LEAFY to activate *AG* in the center of flowers, and the WUS and *AG* loop is important to control FM determinacy (Lenhard *et al.* 2001; Lohmann *et al.* 2001).

A single *WUS* ortholog was identified in rice based on phylogenetic analyses and was found to be expressed in young leaf primordia, preferentially in the lateral leaf margins (Nardmann and Werr 2006). *OsWUS* encodes a protein of 290 amino acids that contains a homeobox domain (HD) (Mjomba *et al.* 2016). *OsWUS*, also known as *TILLERS ABSENT1* (*TAB1*), is required for axillary meristem development. The *tab1* mutant produces no tillers during vegetative growth, but a single panicle with short branches is formed in *tab1* plants in the reproductive phase, and most of the spikelets show morphological defects (Tanaka *et al.* 2015). Another *OsWUS* mutant, *MONOCULM 3* (*moc3*) also produces no tillers because the formation of tiller buds is disrupted. Importantly, *moc3* is likely a female sterile mutant, because staining *moc3* pollen grains showed them to be viable (Lu *et al.* 2015). *STERILE AND REDUCED TILLERING 1* (*Srt1*), another mutant of *OsWUS*, produces a nearly full-length WUS peptide that is missing 7 amino acids in the HD. The *Srt1* mutant plants also showed a reduction in the number of tillers and complete female sterility. This report further demonstrated that the HD of OsWUS has a potential function in rice (Mjomba *et al.* 2016). The low-tillering mutant *decreased culm number 1* (*dc1*) was identified as a loss-of-function mutant of *OsWUS* by its increased apical dominance compared to wild type (WT). The auxin action-associated gene *ABERRANT SPIKELET AND PANICLE 1* (*ASP1*) and *OsWUS* are both involved in the outgrowth of the rice tiller bud (Xia *et al.* 2020).

Plant hormones (phytohormones) are low molecular weight signal molecules produced in plants that are active at extremely low concentrations. Phytohormones control essentially every aspect of growth and development by regulating gene expression, transcription, and cell division and differentiation. Cytokinins, a class of plant hormones that actively promote cell division in plant shoots and roots, are involved in the regulation of lateral bud growth and apical dominance. Cytokinins are required for the formation, maintenance, and growth of shoot meristems and act through a complex signaling network (Ferguson and Beveridge 2009). The *WUS* gene regulates tiller development in association with cytokinin signaling (Lu *et al.* 2015; Wang *et al.* 2017). In *moc3* plants, the expression levels of 2-component cytokinin response regulator genes (A-type and B-type), including *OsRR1*, *OsRR9*, *OsRR10*, and *ORR4* were found to be significantly up-regulated (Ito and Kurata 2006; Lu *et al.* 2015). Gibberellins (GA) play important roles in a variety of growth and developmental processes, including seed germination, stem elongation, flower development, apical dominance, plant stature, tillering, and root development (Ogas *et al.* 1999; Yamaguchi and Kamiya 2000; Oikawa *et al.* 2004; Lo *et al.* 2008; Huang *et al.* 2010). GA 20-oxidase (GA20ox) is a key enzyme that catalyzes the penultimate steps in GA biosynthesis (Lo *et al.* 2008). *OsGA20ox2* (*SD1*) is a member of the rice GA20ox gene family known as the “green revolution gene”, and loss-of-function mutations at this locus cause semi-dwarfism (Sasaki *et al.* 2002; Oikawa *et al.* 2004). A major catabolic pathway for GA is initiated by a 2-β hydroxylation reaction catalyzed by GA 2-oxidase (GA2ox). High expression levels of *OsGA2ox6* may cause decreased levels of bioactive GA, which could explain the dwarf phenotype in rice (Huang *et al.* 2010).

In this study, we isolated and characterized an abnormal expression mutant of *OsWUS* that we call *Dwarf and aberrant panicle 1* (*Dap1*). A T-DNA insertion 3,628-bp upstream of the translation start codon of *OsWUS* alters the expression pattern of *OsWUS* resulting in shorter plants with reduced panicle length and secondary branch number in the *Dap1* mutant. Transcriptomic analyses showed that the expression of GA-related genes and genes involved in panicle development and flowering regulation associated with *OsWUS* was significantly changed in the *Dap1* mutant. This uncoordinated gene expression may contribute to the phenotype of *Dap1* mutant plants.

## Methods

### Plant materials

The *Dap1* mutant was identified from a T-DNA insertion population created from the *japonica* rice variety ‘Zhonghua11’ (ZH11). All rice materials used in this study were grown in the field under normal growth conditions in Guangzhou City, China.

### T-DNA flanking sequence analysis

The T-DNA flanking sequences in the *Dap1* mutant were amplified by high-efficiency Thermal Asymmetric Interlaced (hiTAIL)-PCR (Liu and Chen 2007). The PCR products were purified and sequenced.

### Genotyping of mutant plants

To genotype the mutant plants, total DNA was isolated from T_2_-generation plants generated from a heterozygous T_1_ mutant plant. A T-DNA-specific primer (P1) and primers flanking the insertion site (P2 and P3) were used for PCR amplification (Supplementary Table 1). The primer pair P1/P2 directs amplification of a DNA fragment that includes part of 5′ end of the T-DNA and part of the upstream region of *OsWUS*, and only amplifies the transgene. Primer pair P2/P3 amplifies a 587-bp fragment of the upstream region of *OsWUS* from WT genomic DNA.

### Analysis of *cis*-regulatory elements in the upstream region of *OsWUS*

For analysis of the *cis*-regulatory elements in the sequence upstream of the T-DNA insertion site, we extracted a 500-bp fragment (from −4,128 to −3,629 bp) in the upstream region of *OsWUS* to detect possible *cis*-acting elements using New PLACE software (https://www.dna.affrc.go.jp/PLACE/?action = newplace) (Higo *et al.* 1999).

### RNA-seq analysis

RNA-seq analysis was conducted using total RNA extracted from leaves of *Dap1* mutant and WT plants at the booting stage with three biological replicates. Total RNA was extracted using TRIzol reagent (Invitrogen, Carlsbad, CA, USA) according to the manufacturer's instructions. RNA quality was assessed on an Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA) and visually checked using RNase-free agarose gel electrophoresis. After total RNA extraction, the mRNA fraction was enriched with Oligo (dT) beads. The enriched mRNA was fragmented into short fragments using fragmentation buffer and then reverse transcribed into cDNA using the NEBNext Ultra RNA Library Prep Kit for Illumina (New England Biolabs, Ipswich, MA, USA). The purified double-stranded cDNA fragments were end repaired, a single base was added to the 3′ ends, and the fragments were ligated to Illumina sequencing adapters. The ligation reaction was purified with AMPure XP Beads (1.0×) and the DNA fragments were subjected to size selection by agarose gel electrophoresis and amplified using PCR. The resulting cDNA library was sequenced on an Illumina NovaSeq 6000 instrument by Gene Denovo Biotechnology Co. (Guangzhou, China).

In order to gain clean reads, the raw reads were filtered using Fastp by removing low-quality reads. We used the Bowtie 2 to remove the read of the rRNA on the comparison without mismatch and used the retained unmapped read for subsequent transcriptome analysis. The resulting high-quality clean reads were mapped to Nipponbare (http://plants.ensembl.org/Oryza_sativa/Info/Index) reference genome using HISAT 2. The resulting alignment was used Stringtie to reconstruct transcripts. The fragment counts of each gene were normalized by kb of transcript per million mapped reads to obtain the fragment per kilobase million (FPKM). Gene expression levels were estimated using FPKM values by the RSEM.

Gene annotation was performed using the NCBI nonredundant (Nr), Gene Ontology (GO) (http://www.geneontology.org/), and Kyoto Encyclopedia of Genes and Genomes pathway (KEGG) (https://www.kegg.jp/) databases. Differential expression analysis of mutant versus WT was performed using cuffdiff program, differentially expressed genes (DEGs) were identified using the software edgeR in pair-wise comparisons. DEGs among the samples were estimated by referring to the standard of false discovery rate (FDR) < 0.05 & | log2 (fold change) | > 1. Raw sequencing data have been uploaded in the NCBI Gene Expression Omnibus under the accession number PRJNA853805. Gene expression data are available at GEO with the accession number: GSE228728.

### RNA extraction and quantitative reverse-transcription PCR

Young panicles at booting stages from *Dap1* mutant and the wild type (ZH11) were sampled for qRT-PCR analysis. Young inflorescences (inflorescences length <3 cm) were collected and frozen at −80°C. For RNA extraction, each sample was grounded in liquid nitrogen. One microgram of RNA was subjected for first-strand cDNA synthesis with HiScript III RT SuperMix for qPCR (Vazyme, China). The cDNA products were used for qRT-PCR. *Actin1* (*Os03g0718100*) was used as an internal reference. Three independent biological replicates were performed. All the primers used for qRT-PCR analysis are listed in Supplementary Table 2. The qRT-PCRs were performed using the 7500 Real-Time PCR System (ABI, USA) and ChamQ Universal SYBR qPCR Master Mix (Vazyme, China). The qRT-PCR was conducted with an initial denaturation at 95°C for 3 min followed by 40 cycles of 95°C for 15 s, and 60°C for 30 s.

### Statistical analysis

Significance was determined by Student's *t*-test using Statistical Product and Service Solutions software (v19.0, IBM, USA). Two-sided tests were performed for homoscedastic matrices.

## Results

### Phenotype of the *Dap1* mutant

The *Dap1* mutant was identified from a T-DNA insertion population created using the *japonica* rice variety ‘Zhonghua11’ (ZH11). In the T_2_ generation, the *Dap1* mutant and wild-type phenotypes segregated consistent with a 2:1 ratio (heterozygous *Dap1*:WT = 29:13, *χ*^2^ = 0.107, *P* > 0.05), and no homozygous *Dap1* seedling was identified in the T_2_ progeny (see below), suggesting that the mutant phenotype is controlled by a single dominant gene. The heterozygous *Dap1* mutant was selected for further phenotypic analysis. The growth and development of heterozygous *Dap1* mutant plants are slower than that of WT plants (Fig. 1a). Heading date of the *Dap1* mutants was delayed by more than 16 d compared with the WT plants (Fig. 1c). At the heading stage, the heterozygous *Dap1* mutant plants showed a 49.2% reduction in plant height and a severe enclosed-panicle phenotype compared to WT plants (Fig. 1a, b and d). Tiller numbers of *Dap1* mutant plants were decreased by 11.1% compared with WT plants (Fig. 1e). Furthermore, panicle length was significantly reduced by 59.8%, and the number of grains per main panicle in heterozygous *Dap1* plants was 71.8% lower than in WT plants (Fig. 1f and g). We found no significant differences in primary branch numbers between the mutant and WT (Fig. 1h); however, the number of secondary branches was significantly reduced by 98.6% (Fig. 1i) in the *Dap1* plants.

**Fig. 1.**
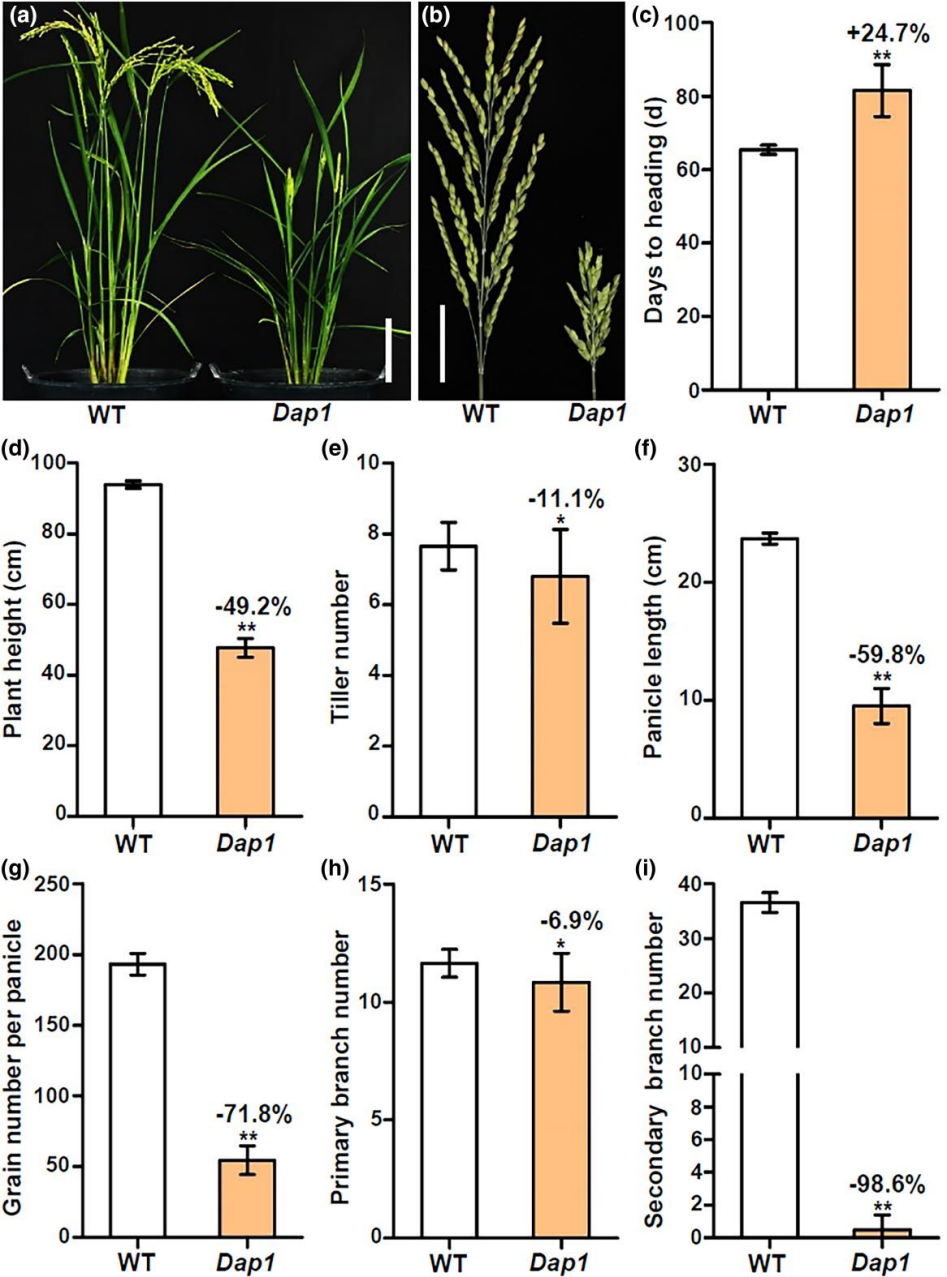
Phenotype of the *Dap1* mutant. a) Phenotypes of WT and *Dap1* mutant plants at the heading stage. Scale bar = 10 cm. b) The panicles of WT (ZH11) and *Dap1* plants. Scale bar = 3 cm. c–h) Quantification of plant height (c), tiller number (d), panicle length (e), grain number per panicle (f), primary branch number (g), and secondary branch number (h). Data are presented as the mean ± SD; *n* = 20; * *P* < 0.05; ** *P* < 0.01 as determined by Student's *t*-test.

### A T-DNA insertion located 3,628 bp upstream of the *OsWUS* ATG is associated with the *Dap1* phenotype

To identify the causal gene in the *Dap1* mutant, we performed hiTAIL-PCR (Liu and Chen 2007) to recover genomic sequences flanking the T-DNA insertion. Sequencing analysis revealed that the T-DNA was positioned 3,628-bp upstream of the ATG of *OsWUS* (*Os04g0663600*), and 4,345-bp downstream of the TGA of a predicted gene called *Os04g0663700* (Fig. 2a). The T-DNA insertion also caused the deletion of a 77-bp fragment (from −3,705 bp to −3,629 bp) in the upstream region of *OsWUS*.

**Fig. 2.**
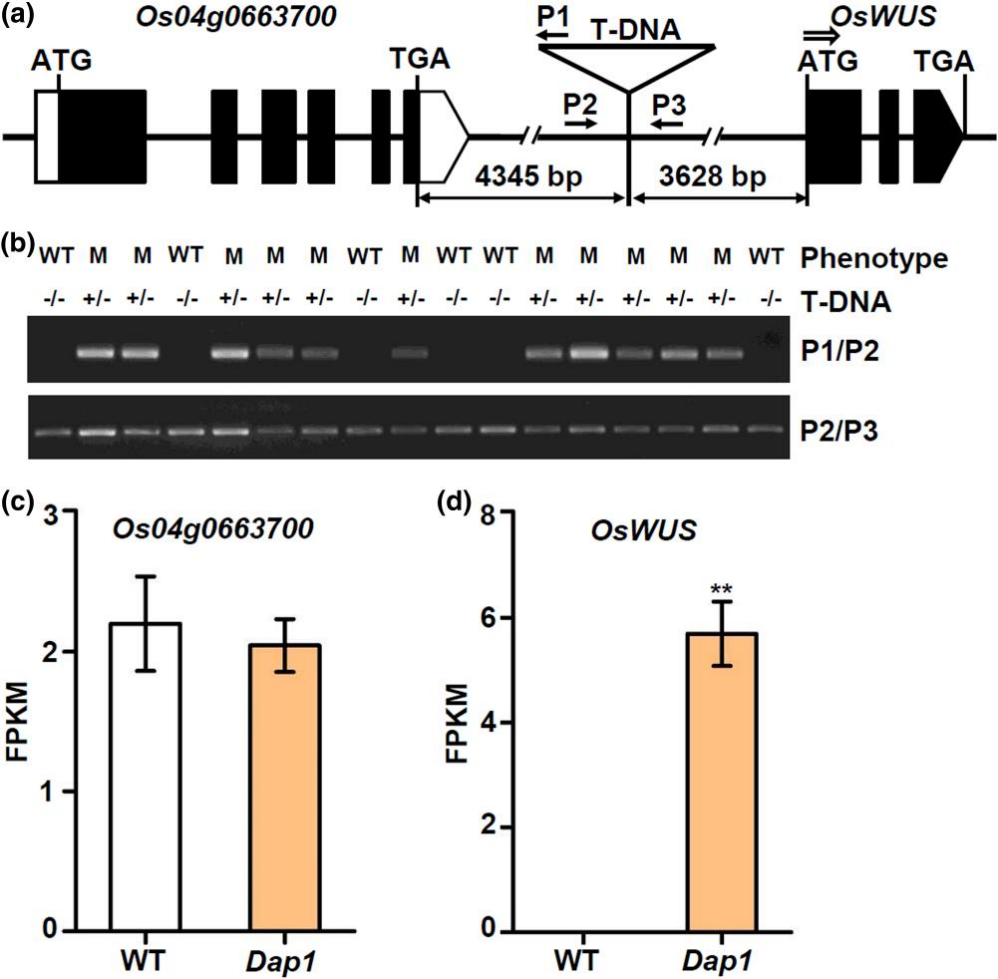
Molecular identification of the *Dap1* mutation. a) T-DNA insertion site in the genomic DNA and the 2 flanking genes, *OsWUS* (*Os04g0663600*) and *Os04g0663700*. Filled boxes represent coding exons, black lines represent the introns, and the white boxes indicate UTR regions. Rightwards double arrow indicate transcription start site of *OsWUS*. P1, P2, and P3 indicate the primers used for genotyping the hemizygous T-DNA insertions in the *Dap1* and WT plants descended from 1 hemizygous *Dap1* plant. b) Co-segregation of the T-DNA insertion in T_2_-generation progeny plants. −/− indicates no T-DNA insertion; +/− indicates plants hemizygous for the T-DNA insertion. c) Relative expression levels of *OsWUS* and *Os04g0663700* in leaves of WT and mutant plants at the booting stage determined by RNA-Seq analysis. Data are presented as the mean ± SD; *n* = 3; ** *P* < 0.01, according to Student's *t*-test. FPKM, fragments per kilobase of transcript per million mapped fragments.

We next performed co-segregation analysis between the T-DNA insertion and the mutant phenotype in the T_2_ progeny using specific primers that anneal to the T-DNA (P1) and flanking genomic DNA sequences (P2 and P3). The 29 plants expressing the mutant phenotype were confirmed to be heterozygous (+//−) for the T-DNA insertion, while the other 13 plants with the normal phenotype were wild type (−//−) (heterozygous:WT = 2:1, *χ*^2^_2:1_ = 0.107, *P* > 0.05); however, no homozygous (+//+) plants were identified in the T_2_-generation plants (Fig. 2b). These results demonstrate that the *Dap1* mutant trait is due to a single T-DNA insertion and that it is inherited in a dominant fashion, and probably results from disruption or activation of the flanking gene(s).

To determine the causal gene for *Dap1*, we analyzed the expression of the 2 genes (*Os04g0663700* and *OsWUS*) that flank the T-DNA insertion in leaves from the mutant and WT plants at the booting stage. 

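Total RNA from leaves of 3 *Dap1* and 3 WT (ZH11) samples was enriched for mRNA with oligo(dT) beads and sequenced, 1 library per replicate. The authors removed low-quality and rRNA reads, mapped the rest to the Nipponbare genome, counted fragments per gene and divided the counts by transcript length and library size to obtain FPKM. Their deposited table gives the count and the FPKM of each gene in each library for the 925 genes that passed their thresholds of FDR and fold change, so totals over all genes are unknown. The counts on these 925 genes were 314019, 244181 and 285513 in the WT libraries and 601642, 651751 and 666483 in the *Dap1* libraries. Because the genes had been chosen for changing, these totals were not used to scale the libraries. The library sizes were taken instead from the ratio of count to FPKM over the 258 genes with an FPKM of at least 2 in every library, which gave relative sizes of 1.11, 0.862 and 1.01 for WT and 0.952, 1.03 and 1.06 for *Dap1*. Counts were compared between the groups with edgeR's quasi-likelihood test, and p-values were adjusted with the Benjamini-Hochberg method over the 925 genes. These genes had been selected by the authors on the same libraries, so their small p-values are not an independent test. The gene *Os04g0663700* was not analysed here. A floor of 3 counts was used where every library of a group had 3 counts or fewer, and it covers counting error only.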

The results showed that there were no significant differences in the expression levels of *Os04g0663700* between WT and *Dap1* plants (Fig. 2c). However, the expression level of *OsWUS* in *Dap1* leaves was significantly higher than in WT leaves (Fig. 2d). 

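*OsWUS* is listed as *Os04g0663600*, on chromosome 4 by its identifier. No fragment was counted on it in any of the 3 WT libraries, whereas the *Dap1* libraries had 77, 100 and 105 counts. After scaling to library size this was 92.4 ± 10.0 counts (SD, n = 3) in *Dap1*. The FPKM was 5.69 ± 0.614 (SD, n = 3) in *Dap1* and was listed at 0 in each WT library, where 3 counts would have given an FPKM of at most 0.215. Set against the floor of 3 counts, expression in *Dap1* leaves was at least 30.2-fold higher, a log2 fold change of at least 4.92 (adjusted p = 9.25e-13 from edgeR's quasi-likelihood test). Every *Dap1* library lay above every WT library (two-sided exact permutation test on FPKM, p = 0.1, the smallest p that 3 libraries against 3 allow). With each of the 6 libraries left out in turn, the bound on the log2 fold change stayed between 4.84 and 5.02. The log2 fold change moved most, to 12.48, when it was taken from the mean FPKM with 0 replaced by 0.001, as in the authors' deposited table. The paper proposes that *cis*-regulatory elements near the T-DNA insertion site are needed for the expression pattern of *OsWUS*. After a search of the upstream sequence for such elements, it proposes that the altered expression comes from disruption of that sequence.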

The distinct expression patterns of *OsWUS* in the *Dap1* mutant compared to WT coincide with the mutant phenotype, which mainly affects plant stature and panicle development.

### Analysis of *cis-*regulatory elements in the upstream region of *OsWUS*

We reasoned that some *cis-*regulatory element(s) are probably present near the T-DNA insertion site between the *OsWUS* and *Os04g0663700* genes, and that they are essential for the specific pattern of *OsWUS* expression. Accordingly, we analyzed the upstream sequence of *OsWUS* using the online software New PLACE. The results showed that the 500-bp region upstream of the T-DNA insertion site contained a large number of *cis*-acting regulatory elements probably associated with precise spatial and temporal regulation of *OsWUS* expression. These included 2 GATA-box motifs, 7 GTGA motifs, 2 RY repeats, 4 CAAT-boxes, 8 CACTFTPPCA1 motifs, and 2 OSE2ROOTNODULE elements (Fig. 3). These results suggest that the altered expression pattern of *OsWUS* in the *Dap1* mutant might be due to a disruption in the genomic sequence integrity upstream of the gene.

**Fig. 3.**
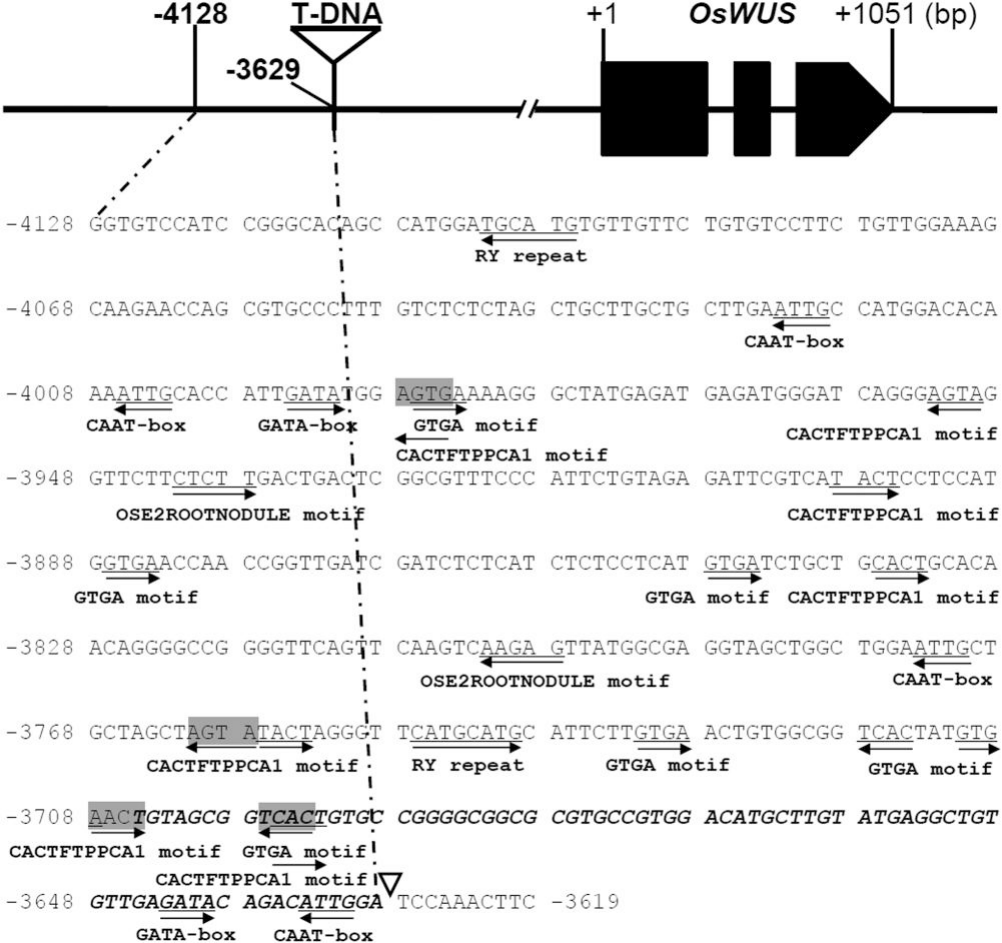
Putative *cis*-acting elements in the upstream of *OsWUS*. The “A” of the translation initiation code “ATG” of *OsWUS* was designated as “+1”. Putative *cis*-acting elements are shadowed and underlined. The arrowheads show their directions. Triangle indicates the T-DNA insertion site in *Dap1*. A fragment (−3,705 to −3,629 bp) was replaced by the inserted T-DNA in *Dap1* was shown in italics.

### Transcriptomic changes between the *Dap1* mutant and wild type

To understand how *OsWUS* affects plant growth and panicle development, we examined its expression pattern using qRT-PCR. Expression pattern of *OsWUS* in roots, stems, leaves, and inflorescences of wild type were analyzed at the booting stage. The expression of *OsWUS* in leaves was relatively higher than that in other tissues (Fig. 4a). To elucidate the mechanism underlying the phenotype in the *Dap1* mutant, RNA-seq analysis was conducted to evaluate the changes in gene expression induced by the T-DNA insertion in the upstream region of *OsWUS*. Total RNA was extracted from leaves sampled from *Dap1* and WT (ZH11) plants at the booting stage. Three biological replicates were conducted for each sample. DEGs between the *Dap1* mutant and WT were estimated by referring to the standard of FDR < 0.05, |log2 fold change| > 1. A total of 925 genes in leaves were found to be differentially expressed in *Dap1*, with the expression of 532 genes significantly up-regulated and 393 genes down-regulated (Fig. 4b and c and Supplementary File 1). 

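Of the 925 genes listed, 912 passed an adjusted p-value of 0.05 (edgeR's quasi-likelihood test, Benjamini-Hochberg method) and an absolute log2 fold change of 1, with 526 higher and 386 lower in *Dap1*. The other 13 genes passed the p-value and had a log2 fold change of 1 or less in size. The direction of change was that of the authors' deposited table for all 925 genes. The libraries of the 2 groups did not overlap for 916 genes, or 99.0% of those listed, where 10% would be given by chance for genes that had not been selected. The number of genes moved most with limma on log2(FPKM + 1), which called 394 genes, against 875 on log2(FPKM + 0.1). The split between the directions depended on the scaling. With TMM factors computed over the listed genes 342 genes were higher and 393 lower, and with DESeq2's size factors 251 were higher and 393 lower. The median absolute log2 fold change of the listed genes was 1.54. Among the 318 genes with an absolute log2 fold change over 2, 238 were higher and 80 were lower in *Dap1*. All WT libraries had 3 counts or fewer for 77 genes, and all *Dap1* libraries for 36 genes, so for these only a bound on the fold change can be given.
The largest rise among genes with a mean count of at least 50 was that of *HSfA2a* (*Os03g0745000*, described as similar to heat stress transcription factor A-2a). It had 0, 2 and 1 counts in the WT libraries and 6909, 7491 and 7314 in the *Dap1* libraries, at least 2339-fold higher. It was followed in edgeR's log2 fold change by a reconstructed transcript that the table describes as Os11g0263732, by *Oshsp16.9A* (*Os01g0136100*), by *Hsp90* (*Os04g0107900*) and by the hypothetical gene *Os04g0108101*, which were at least 202-fold, 1404-fold, 747-fold and 103-fold higher. An order by these bounds would differ. Named after their values were seen, *Os02g0259900* was 868-fold higher in edgeR's fit and *Oshsp16.9B* (*Os01g0136200*) at least 778-fold higher. Both lie above the bounds of 202-fold and 103-fold. *Oshsp16.9A* belongs to a multigene family among whose members reads can be split, so its value is uncertain. By edgeR's log2 fold change, and with the same minimum count, the 5 largest falls included *Os07g0142100* and *OsIRO2* (*Os01g0952800*), whose *Dap1* libraries had 3 counts or fewer and which were at least 44.4-fold and 36.4-fold lower. In the other genes of this group the log2 fold change was -5.52 for *Os01g0647200*, -4.48 for *OsMT2b* (*Os05g0111300*) and -3.23 for *Os04g0282400*, with standard errors of 0.16, 0.14 and 0.11.

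**Figure D1:**
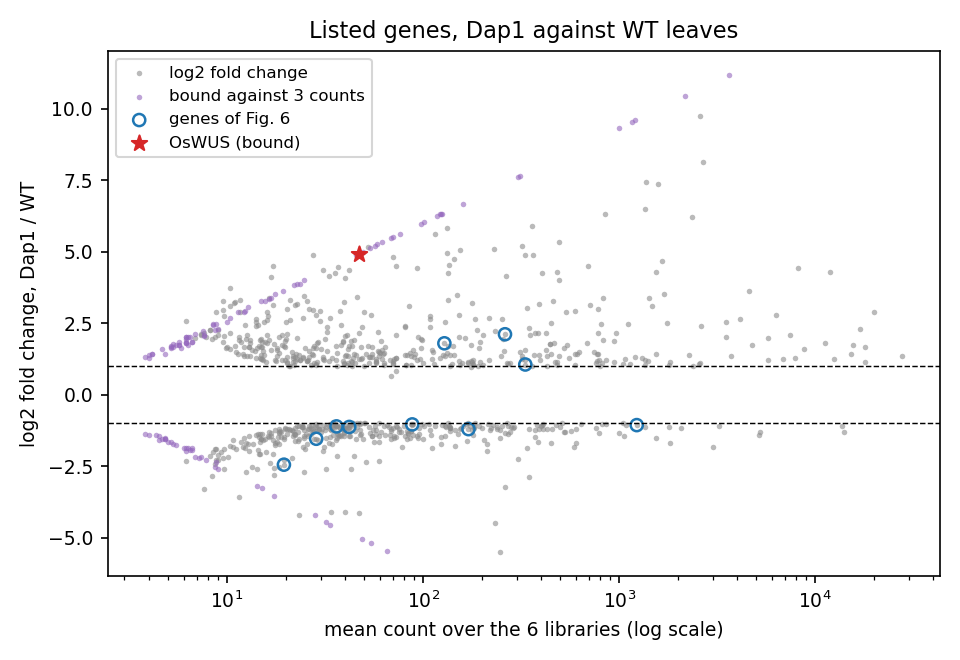
Log2 fold change (*Dap1* over WT leaves) of the 925 listed genes against their mean count over the 6 libraries, on a log scale. Grey points are edgeR's estimates, purple points are bounds against a floor of 3 counts, circles are 10 genes of Fig. 6, the star is *OsWUS* at its bound of 4.92, and dashed lines mark log2 fold changes of 1 and -1.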

The DEGs identified between the *Dap1* mutant and WT plants were divided into 5 categories based on KEGG pathway enrichment; “metabolism”, “genetic information processing”, “environmental information processing”, “organismal systems”, and “cellular processes”. 

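A KEGG class was given for 176 of the 925 listed genes, or 19.0%, and none for the other 749. Each gene was counted once in each class. At the first level, 115 genes were in metabolism, of which 72 were higher and 43 lower in *Dap1*. Genetic information processing held 43 genes, 41 of them higher, environmental information processing 16 genes, 6 of them higher, organismal systems 10 genes, 6 of them higher, and cellular processes 9 genes, 7 of them higher. Within metabolism, global and overview maps held 101 genes, a class of summary maps that repeat the genes of other classes. Carbohydrate metabolism held 34 genes, 19 higher and 15 lower, followed by lipid metabolism with 21 genes and biosynthesis of other secondary metabolites with 20 genes. Outside metabolism, folding, sorting and degradation held 38 genes, 37 of them higher. Counting each pathway entry in place of each gene moved global and overview maps most, to 172 entries. The table has no genes outside the called ones, so no enrichment over a background was tested.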

“Metabolism” represented the largest group, within which “carbohydrate metabolism” represented the largest subgroup (Fig. 4d). From GO enrichment analysis, the DEGs identified between the *Dap1* mutant and WT were classified into the 3 main ontologies “biological process” (BP), “molecular function” (MF), and “cellular component” (CC). 

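A GO term was given for 651 of the 925 listed genes and none for 274. The terms in the table are specific ones, and they were counted as written, since no ontology was used here to sum them to broader terms. A biological process was given for 515 genes. Its most frequent term was oxidation-reduction process with 78 genes, 49 higher and 29 lower in *Dap1*, followed by regulation of transcription with 51 genes, 18 higher and 33 lower, and transmembrane transport with 42 genes, 14 higher and 28 lower. A molecular function was given for 565 genes, and ATP binding with 90 genes and metal ion binding with 80 genes were the most frequent terms. A cellular component was given for 491 genes, and membrane was its most frequent term with 173 genes, 85 higher and 88 lower. The nucleus had 96 genes, 40 higher and 56 lower, and the cytoplasm 85 genes, 67 higher and 18 lower.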

The genes in the terms “metabolic process” and “cellular process” in BP, “binding” and “catalytic activity” in MF, and “cell”, “cell part”, and “membrane” in CC showed more changes in expression (Fig. 5). Short stature and abnormal panicle development are the 2 main characteristics observed in *Dap1* mutant plants. We selected genes related to plant stature and panicle development in the transcriptome and showed their relative expression in ZH11 and *Dap1* plants (Fig. 6 and Supplementary File 2). Panicle development in rice is regulated by multiple genes. The MADS-box gene family is found in all eukaryotic organisms and encodes transcription factors with a conserved DNA-binding domain, called the MADS box. This family includes more than 70 genes in rice (Arora *et al.* 2007; Lee *et al.* 2008). 

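In *Dap1* leaves the log2 fold change of *OsMADS50* (*Os03g0122600*) was 1.05 (standard error 0.093, adjusted p = 2.3e-10 from edgeR's quasi-likelihood test). Its FPKM was 22.4 ± 0.943 (SD, n = 3) against 10.8 ± 1.47 (SD, n = 3) in WT. With the scalings computed over the listed genes the rise fell to 0.60 (TMM factors) and 0.20 (DESeq2's size factors), below the threshold of 1. These scalings lower all genes by similar amounts (median shifts of -0.45 and -0.85). Any rise near 1 therefore drops below the threshold, and any fall becomes larger. *OsMADS50* was also below the threshold, at 0.98, without WT replicate 3. *OsMADS55* (*Os06g0217300*) was the most highly expressed of the 5 MADS-box genes of Fig. 6, with an FPKM of 73.2 ± 1.82 (SD, n = 3) in WT and 35.0 ± 0.993 (SD, n = 3) in *Dap1*, and a log2 fold change of -1.07 (standard error 0.046). *OsMADS34* (*Os03g0753100*) fell furthest of these 5 genes, with a log2 fold change of -2.45 (standard error 0.39, adjusted p = 4.13e-06 from the same edgeR test), from 50, 24 and 25 counts in the WT libraries to 6, 5 and 7 in the *Dap1* libraries. The log2 fold changes of *OsMADS62* (*Os08g0494100*) and *OsMADS26* (*Os08g0112700*) were -1.04 (standard error 0.18) and -1.11 (standard error 0.26), so the standard error reached across the threshold of 1 for both. With TMM and DESeq2's factors *OsMADS62* moved out to -1.49 and -1.89, and *OsMADS26* to -1.57 and -1.96, by the shift described above. *OsMADS62* lay inside the threshold without WT replicate 1 and without *Dap1* replicate 1, and *OsMADS26* without WT replicate 1. With limma on log2(FPKM + 1), whose scale understates changes at low FPKM, the values of *OsMADS34*, *OsMADS62*, *OsMADS26* and *OsMADS50* were -0.91, -0.84, -0.65 and 0.998, all inside the threshold, and only *OsMADS55* stayed beyond it, at -1.04. With limma on log2(FPKM + 0.1), *OsMADS34*, *OsMADS62*, *OsMADS26* and *OsMADS50* were at -2.04, -1.02, -1.01 and 1.06, all beyond the threshold. The libraries of the 2 groups did not overlap for any of the 5 genes (two-sided exact permutation test on FPKM, p = 0.1 for each).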

The expression level of *OsMADS50* in *Dap1* was higher than in the WT (ZH11), while the expression levels of *OsMADS55*, *OsMADS62*, *OsMADS26*, and *OsMADS34* were lower than in WT. 

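In leaves, *GHD7* (*Os07g0261200*) had 63, 50 and 59 counts in the WT libraries and 27, 29 and 24 in the *Dap1* libraries, a log2 fold change of -1.13 (standard error 0.23, adjusted p = 1.03e-04 from edgeR's quasi-likelihood test). *SP1* (*Os11g0235200*) was expressed at an FPKM below 1 in both groups by the group mean, with 54, 30 and 43 counts in WT and 13, 8 and 23 in *Dap1*. Its log2 fold change of -1.54 (standard error 0.32, adjusted p = 1.08e-04 from the same edgeR test) ranged from -1.99 to -1.24 with each library left out in turn. With limma on log2(FPKM + 1), whose scale understates changes at low FPKM, *GHD7* and *SP1* had values of -0.76 and -0.54, inside the threshold of 1. With limma on log2(FPKM + 0.1) they were -1.08 and -1.34, beyond it.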

The expression of other important flowering regulatory genes such as *RICE FLOWERING-LOCUS T 1* (*RFT1*), *HEADING DATE 7* (*GHD7*), and *SHORT PANICLE 1* (*SP1*) was also significantly lower than in WT (Fig. 6). Changes in the expression of these genes may contribute to the aberrant panicle phenotype in *Dap1* plants. 

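Taken as a list, the 11 genes of Fig. 6 all passed the thresholds of 0.05 for edgeR's adjusted p-value and 1 for the absolute log2 fold change. The same number passed when the p-values were adjusted over the 11 genes alone. Since the list was drawn from the authors' calls on these libraries, this count shows no stability. Because *Dap1* headed later, its leaves may have been collected on other days than those of WT. The changes of these genes are therefore not separated from the day or hour of sampling. When edgeR tested directly for a log2 fold change beyond 1, 7 of the 11 genes passed.

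**Figure D2:**
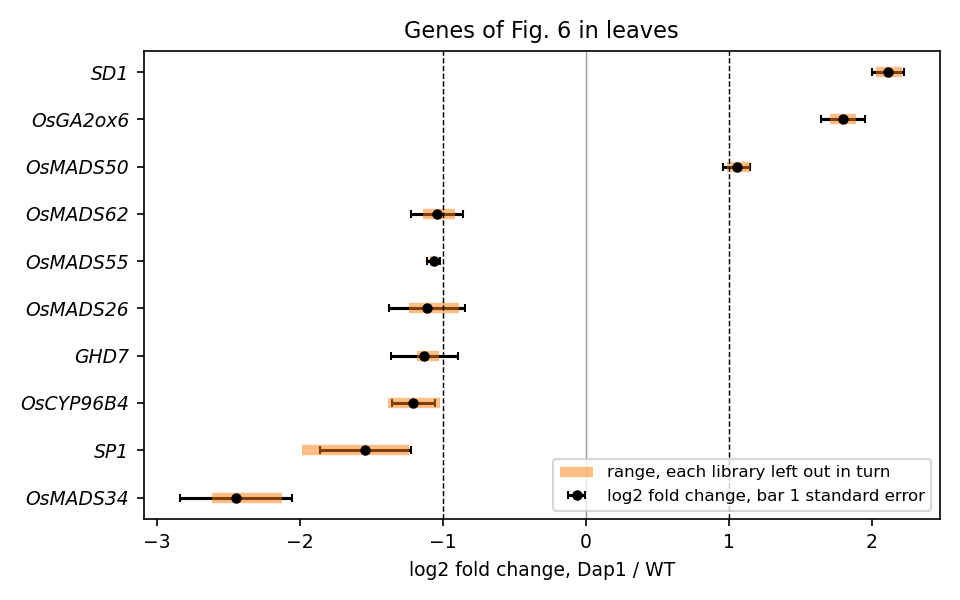
Log2 fold change (*Dap1* over WT leaves) of 10 genes of Fig. 6. Points are edgeR's estimates with bars of 1 standard error, orange bands span the estimates with each of the 6 libraries left out in turn, and dashed lines mark the threshold of 1 in each direction. *OsMADS50*, *OsMADS62*, *OsMADS26* and *GHD7* lie within 1 standard error of the threshold, and *OsMADS34* at -2.45 and *SD1* at 2.11 lie farthest from 0 among the genes drawn.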

Plant height is regulated by various factors, and gibberellic acid (GA) is one of the most important determinants of plant height (Sasaki *et al.* 2002). GA20-oxidase (GA20ox) is a key enzyme that catalyzes the late steps of gibberellin biosynthesis (Sasaki *et al.* 2002; Asano *et al.* 2007). The rice “Green Revolution” mutant gene *semi-dwarf1* (*sd1*), which has been widely used in breeding, encodes GA20-oxidase. The *sd1* mutant has a semi-dwarf phenotype due to the increased expression of *GA20ox2* (Sasaki *et al.* 2002). GA 2-oxidase plays a key role in the GA catabolic pathway through 2β-hydroxylation and regulates plant growth by inactivating endogenous bioactive gibberellins (Oikawa *et al.* 2004). The up-regulation of the *OsGA2ox6* gene may cause dwarfing by decreasing the levels of bioactive GA in the H032 mutant (Huang *et al.* 2010). Notably, the expression levels of *OsGA20ox2* (*SD1*) and *OsGA2ox6* were both found to be up-regulated in *Dap1* plants (Fig. 6). 

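*SD1* (*Os01g0883800*, described as similar to GA C20oxidase2) had an FPKM of 18.7 ± 1.16 (SD, n = 3) in *Dap1* leaves and 4.28 ± 0.472 (SD, n = 3) in WT leaves. Its log2 fold change was 2.11 (standard error 0.11, adjusted p = 5.6e-15 from edgeR's quasi-likelihood test) and stayed between 2.03 and 2.21 with each library left out in turn. *OsGA2ox6* (*Os04g0522500*) had 191, 177 and 233 counts in the *Dap1* libraries and 62, 53 and 54 in the WT libraries, a log2 fold change of 1.80 (standard error 0.15, adjusted p = 1.33e-10 from the same edgeR test). With DESeq2's size factors over the listed genes it was 0.94, below the threshold of 1, while *SD1* remained above it at 1.26. This scaling lowers all genes by similar amounts (median shift of -0.85). The difference between the 2 genes in fold change was not tested.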

Plant cytochrome P450s are heme-binding enzymes with mono-oxygenase activities that are involved in a wide range of biosynthetic reactions. Plant cytochrome P450s constitute a large class of diverse enzymes that have played crucial roles in plant evolution. Due to their large number and substrate plasticity, the activities of plant P450s are central to many aspects of primary metabolism, including the biosynthesis of plant hormones and growth regulators such as gibberellins, jasmonic acid, auxin, and brassinosteroids (Nelson *et al.* 1996; Luo *et al.* 2006). Some of the genes encoding cytochrome P450 monooxygenases have been found to be involved in the regulation of plant height, such as *ELONGATED UPPERMOST INTERNODE1* (*Eui1*) and the CYP96 family (Luo *et al.* 2006; Ramamoorthy *et al.* 2011; Xie *et al.* 2018). 

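The FPKM of *OsCYP96B4* (*Os03g0140400*) was 6.73 ± 0.768 (SD, n = 3) in WT leaves and 2.90 ± 0.781 (SD, n = 3) in *Dap1* leaves. The counts were 244, 193 and 271 in the WT libraries and 69, 131 and 114 in the *Dap1* libraries, so the lowest WT library lay above the highest *Dap1* library (two-sided exact permutation test on FPKM, p = 0.1). The log2 fold change was -1.21 (standard error 0.15, adjusted p = 1.22e-07 from edgeR's quasi-likelihood test). It ranged from -1.39 to -1.02 with each library left out in turn.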

The reduced expression level of *OsCYP96B4* in *Dap1* plants may also contribute to the dwarf phenotype (Fig. 6).

**Fig. 4.**
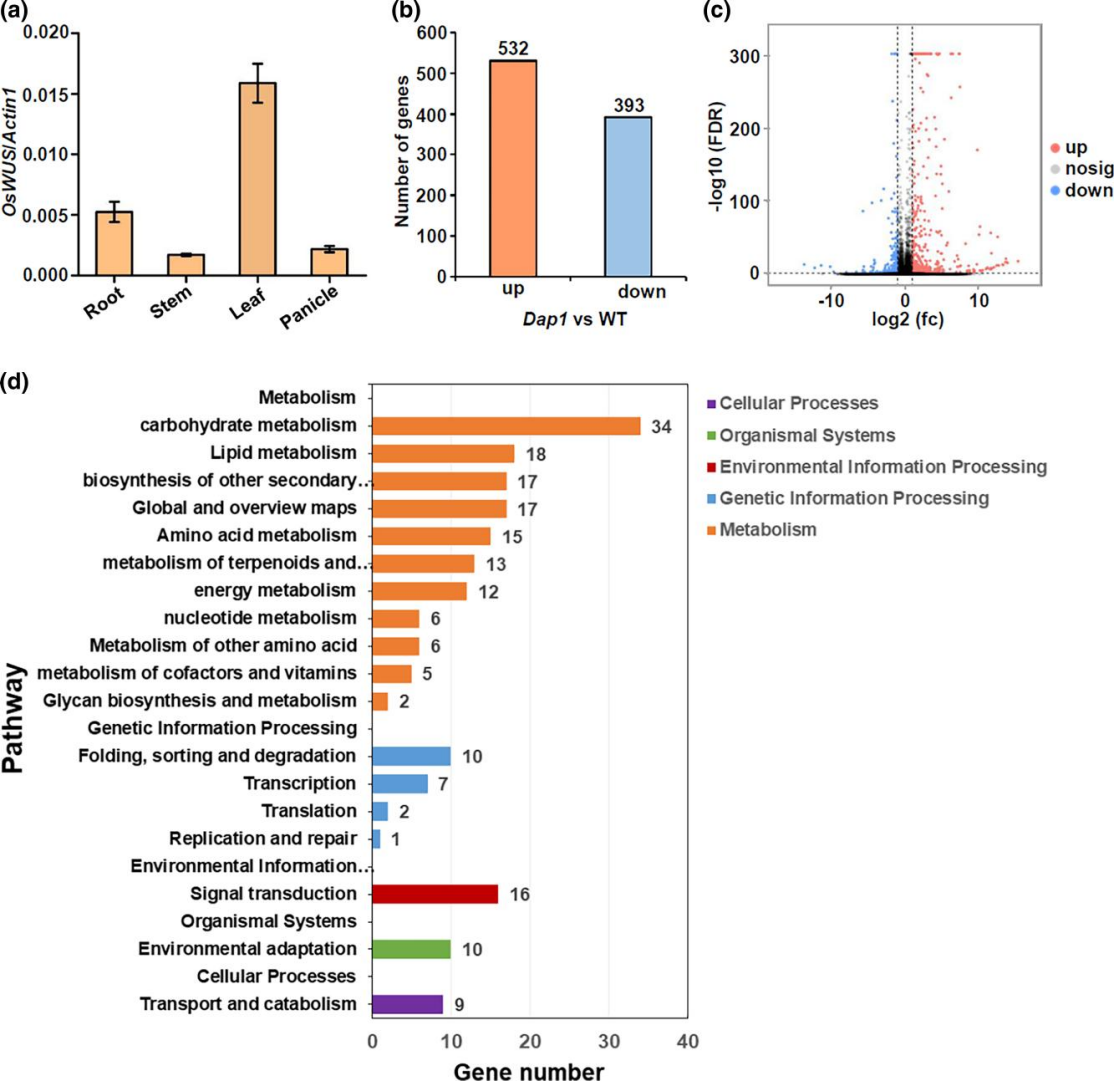
Global transcriptome changes in the *Dap1* mutant compared to WT (ZH11). a) Expression pattern analysis of *OsWUS* in wild type at booting stage by qRT-PCR. *Actin1* as an internal reference. b) The DEGs between *Dap1* and WT plants. The criteria for calling DEGs were a fold change ≥ 2.0 and FDR < 0.05. c) A volcano plot showing the DEGs in the *Dap1* mutant compared to WT. d) KEGG pathway enrichment analysis of the DEGs identified in the leaves of *Dap1* and WT plants at the booting stage (fold change ≥ 2.0, FDR < 0.05).

**Fig. 5.**
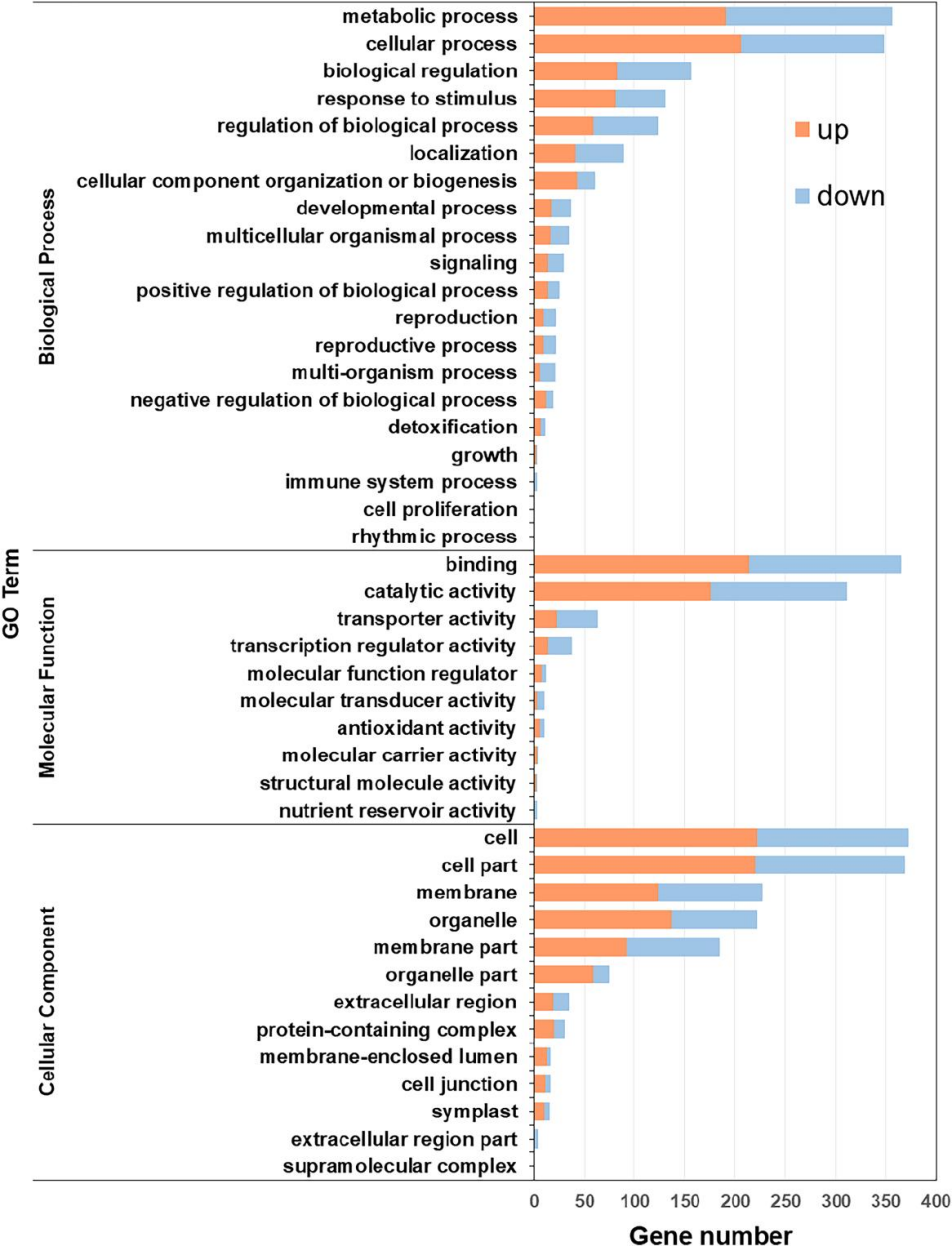
The top GO terms in the 3 main GO categories “BP”, “MF”, and “CC” for the DEGs in the leaves of *Dap1* and WT plants at the booting stage (fold change ≥ 2.0, FDR < 0.05).

**Fig. 6.**
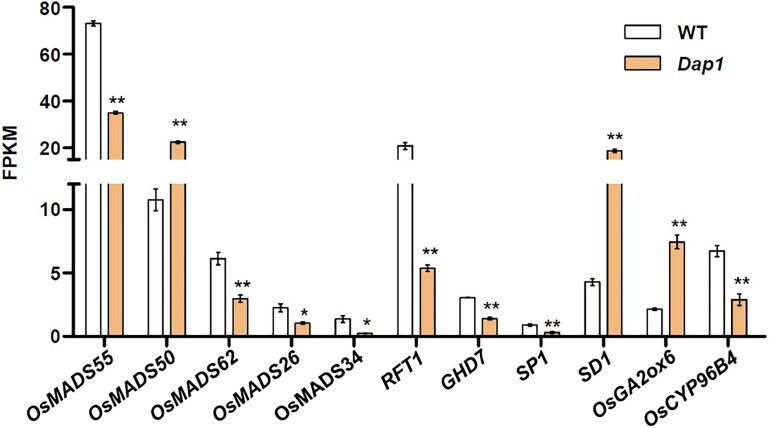
The expression level of genes involved in “floral development” in the leaves of *Dap1* and WT plants at the booting stage by RNA-Seq. Data are presented as the mean ± SD; *n* = 3; * *P* < 0.05; ** *P* < 0.01 as determined by Student's *t*-test.

### The expression pattern of floral development-related genes in inflorescences changed in *Dap1* mutant

To determine the effect mechanism for *Dap1*, we further analyzed the expression alterations of *OsWUS* in the mutant and wild-type inflorescences (inflorescence length < 3 cm) at booting stages by qRT-PCR. The expression level of *OsWUS* in *Dap1* inflorescences was significantly higher than WT (Fig. 7a). We further examined the expression of genes related to panicle development in inflorescences. The expression level of *RFT1* in *Dap1* inflorescences was comparable to WT (Fig. 7b). *OsMADS5*, *OsMADS26*, and *OsMADS34* expressed in *Dap1* inflorescences were elevated compared to WT, while the expression levels of *OsMADS55* were lower than WT (Fig. 7c–f). Simultaneously, the expression of *SP1* in *Dap1* inflorescences was significantly lower than WT (Fig. 7g). *TERMINAL FLOWER 1* (*TFL1*)/*CENTRORADIALIS* (*CEN*)-like genes play important roles in determining plant architecture, mainly by controlling the timing of phase transition (Nakagawa *et al.* 2002). Expression level of *RCN1* (rice *TFL1*/*CEN* homologs) in *Dap1* inflorescences was increased compare to WT (Fig. 7h). Previous studies have shown that the *WUS* gene regulates growth and development in association with cytokinin signaling (Lu *et al.* 2015; Wang *et al.* 2017). *CYTOKININ OXIDASE/DEHYDROGENASE 9* (*OsCKX9*) encodes a cytokinin oxidase to catalyze the degradation of cytokinin, functions as a primary strigolactone-responsive gene to regulate rice tillering, plant height, and panicle size (Duan *et al.* 2019). We found that the expression level of *OsCKX9* in *Dap1* inflorescences was significantly increased (Fig. 7i).

**Fig. 7.**
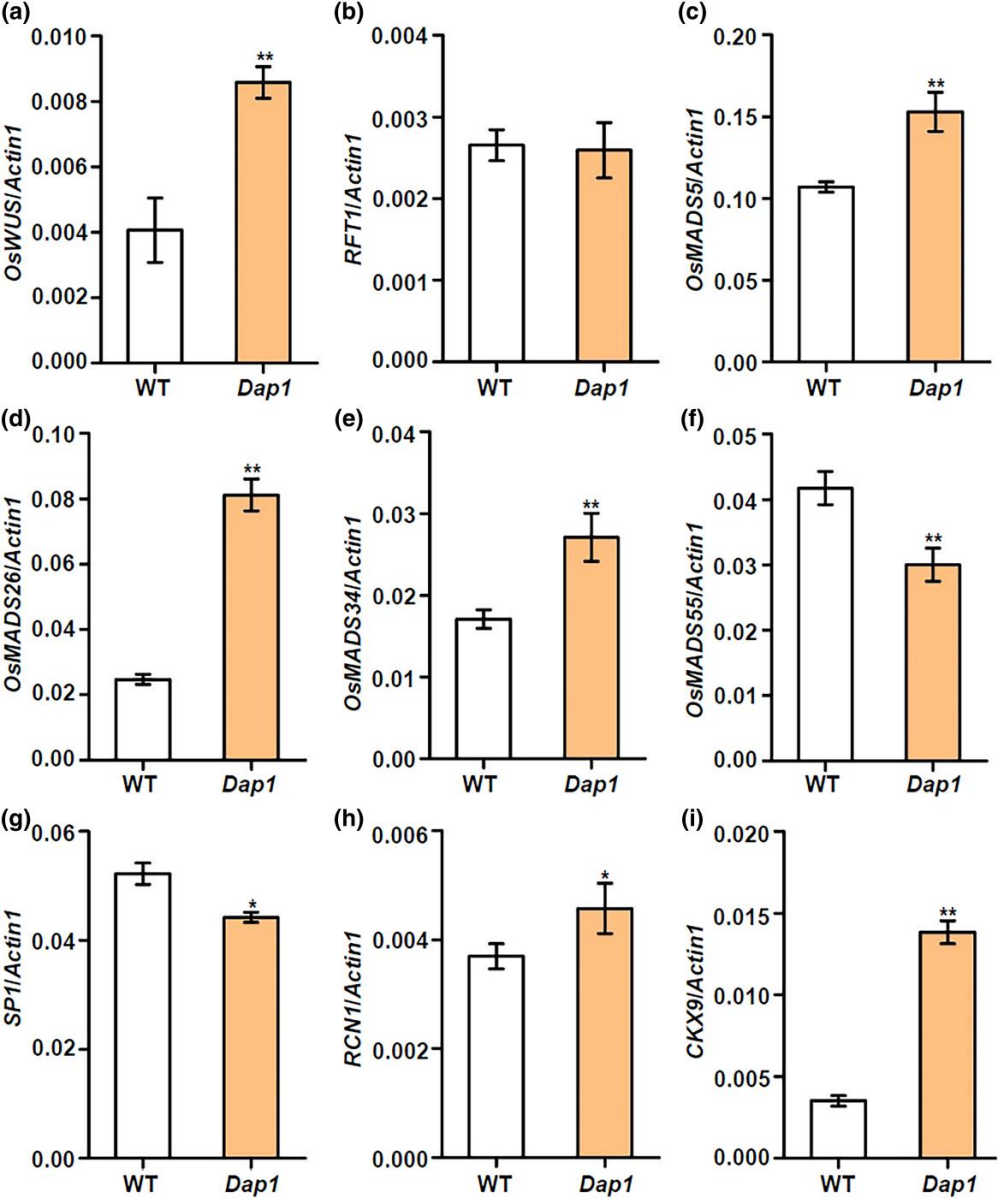
Expression levels of floral development related genes in inflorescences by qRT-PCR analyses at booting stage. *Actin1* as an internal reference. WT, wild type. Inflorescence length was <3 cm. a) *OsWUS*; b) *RFT1*; c) *OsMADS5*; d) *OsMADS26*; e) *OsMADS34*; f) *OsMADS55*; g) *SP1*; h) *RCN1*; i) *CKX9*. Data are presented as the mean ± SD; *n* = 3; * *P* < 0.05; ** *P* < 0.01, according to Student's *t*-test.

## Discussion

*OsWUS*, a rice ortholog of *Arabidopsis WUSCHEL* (*WUS*), plays a crucial role in tiller bud formation and development in rice (Lu *et al.* 2015; Tanaka *et al.* 2015; Mjomba *et al.* 2016). There are currently 4 *OsWUS* loss-of-function mutants reported in rice, they are *monoculm 3 (moc3), tillers absent 1 (tab1), sterile and reduced tillering 1 (Srt1), and decreased culm number1 (dc1)*. *moc3* and *tab1* are 2 null allelic mutants of *OsWUS*, which result in partial N-terminal peptides of OsWUS. The Srt1 mutant protein has a deletion of 7 amino acids in the conserved HD of OsWUS, while the *dc1* mutation results in a truncated protein that lacks the WUS-box and EAR motif at the C-terminus. These 4 mutants show similar plant phenotypes, such as no or fewer tillers, malformed spikelets, and female sterility. In addition, *Srt1* plants show an opposite effect on panicle development compared to the other 3 mutants, and the panicles of *Srt1* are larger than those of WT (Lu *et al.* 2015; Tanaka *et al.* 2015; Mjomba *et al.* 2016; Xia *et al.* 2020). These observations confirm that the loss of *OsWUS* function has a serious impact on AM formation and its subsequent outgrowth. *TAB1*/*OsWUS* plays an important role in the formation of AMs by regulating *OSH1* expression (Tanaka *et al.* 2015). Tanaka and Hirano (2020) further showed that *TAB1* is required for maintaining stem cells during axillary meristem development, and *FON2* (*FLORAL ORGAN NUMBER2*) negatively regulates stem cell fate by restricting *TAB1*. MOC3/OsWUS is a vital regulator of tiller formation in rice and is able to directly bind the promoter of *FLORAL ORGAN NUMBER1* (*FON1*) and subsequently activate the expression of *FON1*, the homolog of *CLAVATA1* (Shao *et al.* 2019). In *dc1* plants, OsWUS and the auxin action-associated gene *ASP1* are both involved in the outgrowth of tiller buds in rice, and a transcription factor that putatively binds to *ORYZA SATIVA HOMEOBOX 1* (*OSH1*) also participates in the regulation (Xia *et al.* 2020).

In this study, we have identified a T-DNA insertion mutant of *OsWUS* that differs from the previously reported mutants. In the *Dap1* mutant, the T-DNA insertion is flanked by 2 genes, *OsWUS* and *Os04g0663700*. There was no significant difference in the expression level of *Os04g0663700* between *Dap1* and the WT (Fig. 2c). However, the expression level of *OsWUS* in *Dap1* leaves was significantly higher than in leaves of WT plants (Fig. 2d). This indicated that the T-DNA insertion mainly affects the expression of *OsWUS*, resulting in a different plant phenotype compared to the WT (Fig. 1a). Alteration or disruption of regulatory sequences can change gene expression patterns and produce developmental phenotypes. For example, the multiple copies of the AGATAT element present in the proximal promoter region of the maize *ZmWUS1-B* gene cause its overexpression, and lead to major rearrangements of inflorescence meristems and mis-regulation of key stem cell regulators (Chen *et al.* 2021). Sequence analysis showed that the 500-bp region upstream of the T-DNA insertion site harbors 2 RY elements (Fig. 3). The RY elements are binding sites for B3 domain-containing proteins involved in transactivation. The rice B3 domain-containing transcription factor OsGD1, a homolog of *Arabidopsis* VAL proteins, suppresses *OsLFL1* expression by binding to the RY element in the *OsLFL1* promoter and is associated with seedling development and GA homeostasis in rice (Guo *et al.* 2013). Moreover, the B3 transcriptional repressors OsGD1 and OsVAL2 bind to the RY-containing *cis*-silencing element (*SE1*) in the first intron of the rice GA-deactivating enzyme gene *Eui1* and recruit a *trans* epigenome reader that represses *Eui1* expression and modulates GA homeostasis. Deletion of *SE1* elevates the expression of *Eui1* in the *dEui1* mutant, thus leading to GA deficiency and dwarfism (Xie *et al.* 2018). The *Dap1* mutant exhibited a dwarf phenotype and abnormal panicle development, which is similar to *gd1* and *dEui1*. In summary, we conclude that the altered expression pattern of *OsWUS* in *Dap1* is probably due to a disruption in the genomic sequence integrity upstream of the gene.

Analysis of RNA-seq data identified a total of 925 genes that were differentially expressed in leaves between the *Dap1* mutant and WT (Fig. 4a and b). In the KEGG pathway enrichment analysis, “metabolism” represented the largest group, in which “carbohydrate metabolism” represented the largest subgroup (Fig. 4c). From the GO enrichment analysis, the largest number of DEGs were in the “metabolic process” term in the “BP” category, “binding” in “MF”, and “cell” in “CC” (Fig. 5). The panicle architecture of *Dap1* plants was characterized by short, malformed panicle with little seed set (Fig. 1b). Several genes related to floral development were abnormally expressed in *Dap1* plants. *OsMADS50* plays an important role in regulating flowering time in rice. Inhibiting the expression causes late flowering, while ectopic expression of *OsMADS50* causes early flowering (Lee *et al.* 2004). *OsMADS34* [also called *PANICLE PHYTOMER2* (*PAP2*)] is induced in the SAM during the transition from vegetative to reproductive development and is also induced when glumes are initiated during spikelet development (Kobayashi *et al.* 2012). The decrease in the expression of *OsMADS34* in *Dap1* may affect the initial development of the panicle. At the same time, *OsMADS34* acts immediately downstream of *RFT1* (Pasriga *et al.* 2019). *RFT1* is a major florigen, and its function is to induce reproductive development of the SAM. The expression of both *RFT1* and *OsMADS34* was also reduced in the *Dap1* mutant (Fig. 6). *GHD7* has a key role in photoperiodic flowering by regulating the putative *Ehd1*-*Hd3a* pathway and has positive regulatory effects on an array of traits in rice, including the number of grains per panicle, plant height, and heading date under long-day conditions (Xue *et al.* 2008). Although rice is a short-day plant, its domestication led to the *Ghd7-Ehd1-Hd3a/RFT1* pathway for adaptation to long-day conditions (Peng *et al.* 2021). We showed that *GHD7* and *RFT1* are both down-regulated in *Dap1* leaves (Fig. 6), and these may contribute to the delayed flowering phenotype in *Dap1* mutants (Fig. 1a and c).

Expression pattern of genes related to floral development in inflorescences were further determined. The expression levels of the MADS-box family genes in inflorescences were significantly changed between *Dap1* and WT (Fig. 7). *OsMADS5* and *OsMADS34* expressed in *Dap1* inflorescences were higher than that in WT (Fig. 7c and e). *OsMADS5* and *OsMADS34* play similar functions in limiting branching and promoting the transition to spikelet meristem identity. The number of primary branches per panicle in *OsMADS5* and *OsMADS34* overexpression lines was comparable to WT plants; however, the number of secondary branches and spikelets decreased significantly (Zhu *et al.* 2022). Here, we observed similar phenotypes in *Dap1* mutant (Fig. 1h and i). The expression of *OsMADS34* in leaves was reduced (Fig. 6), but this expression in inflorescences was significantly increased in the *Dap1* mutant (Fig. 7e). It seems that the mutation delays the initial vegetative to inflorescence meristem transition (Fig. 1a and c), but later accelerate the transition from branching to spikelet meristems, resulting in less secondary branching (Fig. 1b and i). The architecture of the rice inflorescence, which is determined mainly by the number and length of primary and secondary inflorescence branches. *SP1* encodes a PTR family transporter and determines rice panicle size (Li *et al.* 2009). *OsCKX9* plays a critical role in regulating rice shoot architecture, and *OsCKX9*-overexpressing transgenic plants showed significant decreases in plant height and panicle size (Duan *et al.* 2019). In *35S*::*RCN1* transgenic rice plants, the delay of transition to the reproductive phase was observed and the transgenic plants exhibited a more branched, denser panicle morphology (Nakagawa *et al.* 2002). We found that expression level of *OsCKX9* and *RCN1* both increased in *Dap1* plants (Fig. 7h and i). The T-DNA insertion in the *Dap1* mutant causes the overexpression of *OsWUS* in leaves and panicles, and coordinated regulation of these genes contributes to the abnormal panicle development in *Dap1* plants.

In previous reports, the expression of *OsWUS* in association with cytokinin signaling was shown to regulate tiller development in rice (Lu *et al.* 2015; Wang *et al.* 2017). In our study, we first found that the overexpression of *OsWUS* can regulate plant stature in association with gibberellic acid biosynthesis. GA 20-oxidase (GA20ox) is a 2-oxoglutarate-dependent dioxygenase and is a key enzyme in the biosynthesis of gibberellins (Oikawa *et al.* 2004). The mutant gene *semi-dwarf1* (*sd1*), which is known as the “Green Revolution” gene, encodes GA 20-oxidase and is one of the most important genes used in rice breeding. The *sd1* mutation affects the late steps in gibberellin metabolism, leading to an accumulation of the initial substrate of GA20ox, low gibberellin levels, and a semi-dwarf phenotype (Sasaki *et al.* 2002; Spielmeyer *et al.* 2002). Gibberellin (GA) 2-oxidase plays a key role in the GA catabolic pathway through 2β-hydroxylation (Huang *et al.* 2010). GA2ox6 is localized to the nucleus and cytoplasm, and the mRNA can be detected in young seedling leaves and transiently at high levels during the active tillering stage, which mainly affects plant stature (Lo *et al.* 2008; Huang *et al.* 2010). In our study, the expression levels of *OsGA20ox2* (*SD1*) and *OsGA2ox6* in the *Dap1* mutant were both elevated compared to WT (Fig. 6). In addition, expression of *OsCYP96B4* was lower in *Dap1* plants than in WT (Fig. 6). A point mutation in the SRS2 domain of *CYP96B4* resulted in a dwarf phenotype in the *sd37* mutant (Zhang *et al.* 2014). Another *CYP96B4* mutant, *dss1*, also shows a dwarf phenotype, and this phenotype is regulated by finetuning the GA-to-ABA balance (Tamiru *et al.* 2015). In addition, the bioactive forms of GA (GA_1_ and GA_4_) could not be detected in *dss1* mutant, but the levels of the GA precursors (GA_19_ and GA_53_) were significantly reduced (Tamiru *et al.* 2015). These results show that the deficiency of *OsCYP96B4* leads to the decrease of accumulation of bioactive GAs. Accumulation of bioactive GAs triggers GA signaling pathways and inhibits GA biosynthesis, whereas deficiency of bioactive GA upregulates GA biosynthetic enzymes and inhibits GA catabolic enzymes via feedback regulation (Fleet and Sun 2005). Therefore, the feedback regulation of deficiency of bioactive GA may contribute to higher expression of *OsGA20ox2* (*SD1*) in *Dap1* mutants.

ConclusionsIn this study, we identified a T-DNA insertion mutant that causes the overexpression of *OsWUS*, which resulted in some phenotypes similar to that of a loss-of-function *OsWUS* mutant. Furthermore, our results indicate that *OsWUS* is an essential panicle development regulator in rice, and the abnormal expression of *OsWUS* mutation is associated with the gibberellin signaling pathway to regulate plant stature.

## Supplementary Material

jkad100_Supplementary_Data

## Data Availability

The data that support the findings of this study are available in the Supplementary material of this article. Supplemental data are available at G3 online. Supplementary Files 1 and 2 contain DEGs between the *Dap1* mutants and WT plants by RNA-seq analysis. Raw sequencing data have been uploaded in the NCBI Gene Expression Omnibus under the accession number PRJNA853805. Gene expression data are available at GEO with the accession number: GSE228728. Supplemental material available at G3 online.

# Supplementary material for: Changes in the expression pattern of OsWUS negatively regulate plant stature and panicle development in rice
**Source:** G3 (Bethesda). 2023 May 4;13(7):jkad100. doi: 10.1093/g3journal/jkad100
**Supplement:** jkad100_Supplementary_Data

**Table S1. Primers used** **for hiTAIL-PCR**

| **Primers** | **Sequence (5’-3’)** | **Usage and notes** |
| --- | --- | --- |
| P1 | CTGTTGCCGGTCTTGCGATGA | Co-segregation analysis  T-DNA specific primer |
| P2 | GCTATGAGATGAGATGGGATCA | Co-segregation analysis  Primer flanking T-DNA insertion site |
| P3 | CGTGTGGCAAGTGATCAATTGA | Co-segregation analysis  Primer flanking T-DNA insertion site |

# Supplementary material for: Changes in the expression pattern of OsWUS negatively regulate plant stature and panicle development in rice
**Source:** G3 (Bethesda). 2023 May 4;13(7):jkad100. doi: 10.1093/g3journal/jkad100
**Supplement:** jkad100_Supplementary_Data

Table S2. Primers used in this study.

| Name | Forward Primer（5′-3′） | Reverse Primer（5′-3′） |
| --- | --- | --- |
| *OsWUS* | tgcagacggatcaggccaacg | gccgctcacgcccatgtagt |
| *RFT1* | CCGTCTACTTCAACTGCCAG | GTCTCAGCTTAGCTATAGCT |
| *OsMADS5* | GCTTCATATATCTTGCCAAG | TTGGTTGAGGTGATCCATGT |
| *OsMADS26* | GCTCGGAGATGGGCTATTCCTTC | GACACTTCCTGCGGGAACTTGTC |
| *OsMADS34* | TTGATGAACTCTGCGACCTAAA | TGCTGCAGTTTCCGTTCC |
| *OsMADS55* | TGGAAGAGCTGCAGCAGATG | TCATCACAGATTCAGATGATTG |
| *SP1* | TTCAACGCGGCCTACTTCAG | CGATGATGATGGGCACACTT |
| *CKX9* | CTATCCTCAGCACTTGGCCC | AAATGGGACTGCCACTCCTG |
| *RCN1* | GCTCACCGAAGTGCATTAGC | TCACTTGGTCCTGGCACATC |
| *Actin1* | gcatctctcagcacattcca | ACCACAGGTAGCAATAGGTA |

How the deposited data were processed for this re-analysis (not part of the article)

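Leaf RNA was measured in 3 *Dap1* and 3 WT (ZH11) samples at the booting stage. The replicate numbers come from the sample labels. The authors filtered reads with Fastp, removed rRNA reads with Bowtie 2, mapped the rest to the Nipponbare genome with HISAT 2, reconstructed transcripts with Stringtie and estimated expression with RSEM. The genome build, the annotation release, the software versions, the edgeR test and whether counting used the strand are not named in the paper's text. The deposited table holds the authors' raw counts of fragments per gene and the authors' FPKM, which are counts divided by transcript length and by the number of mapped fragments. It also holds the authors' mean FPKM of each group, their log2 fold change, which is the log2 ratio of those means with 0 written as 0.001, and the p-value and FDR of the authors' test. Only genes that the authors called are listed, 925 in all. Gene names and descriptions were taken from the table and from the paper. None of the 925 identifiers matched the gene table used for names (0 matched), so no coordinates are given.

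The step from p-value to FDR in the authors' deposited table gave 21922 as the number of genes the authors tested. This was worked out from 247 p-values, and the same procedure recovered the true number in 3 of 3 simulated tables.

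Relative library sizes were the median over 258 genes of count divided by FPKM. Genes with an FPKM of at least 2 in every library were used. Counts were tested with edgeR 4.0.16 (glmQLFit and glmQLFTest) in R 4.3.3, without a filter on low counts and without a replicate block. Genes were called at a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold change over 1. The standard error was the size of the log2 fold change divided by the square root of the F statistic. Exact two-sided permutation tests on FPKM used the 20 arrangements of 3 against 3, whose smallest p is 0.1. Where every library of a group had 3 counts or fewer, the fold change was computed against 3 counts and is a bound. KEGG classes and GO terms were counted from the table's own annotation, and the direction of change within KEGG classes of at least 5 genes was tested with Fisher's exact test. Python 3.11.15, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for the rest.

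On counts simulated from the real means and library sizes for 925 genes with 200 genes changed, edgeR recovered 194 (97%) with 2 false calls and DESeq2 1.42.0 recovered 184 (92%) with 0 false calls. The simulated changes all lay well beyond the threshold of 1, the other genes did not change, and both fits were given the true library sizes. The simulation therefore says nothing about calls near the threshold or about the scaling of the libraries. Replicates of a group differed by more than sampling noise in each of the 3 pairs per group, and none was treated as a repeat of another. Sampling noise is the least that repeat libraries of one RNA would show, so this cannot exclude repeats.

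The depth of the whole libraries is unknown, since only listed genes have counts. Of the 925 genes, 98 had a mean count under 10 and 204 had a mean FPKM under 1 in both groups. The genes named were fixed before the data were examined: *OsWUS*, the genes the paper names where listed, and the 5 largest rises and 5 largest falls in edgeR's log2 fold change among genes past the thresholds with a mean count of at least 50 and no overlap between groups. Some other genes were named after their values were seen. The alternatives fixed at the same time were TMM and DESeq2 size factors over the listed genes, DESeq2's Wald test, limma 3.58.1 on log2(FPKM + 1) and on log2(FPKM + 0.1), a mean count of at least 10, a replicate block, each library left out, adjustment over the number of genes the authors tested, a test against a log2 fold change of 1, and the fold change from mean FPKM. Measurements by qRT-PCR and the phenotypes were not analysed here, nor were *Os04g0663700*, *OsMADS5*, *RCN1* and *OsCKX9*. The values of 1 gene of Fig. 6 are not reported here.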

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

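The tests of this part were chosen after the result was seen, except the comparison of directions within KEGG classes, which was planned.

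A heat-stress signal appeared among genes the paper does not discuss. Of the 27 listed genes with the GO term response to heat, 26 were higher in *Dap1* leaves, with a median log2 fold change of 4.49 over the 27 genes. The gene that was lower was *CATA1* (*Os02g0115700*, log2 fold change -1.13, standard error 0.048), named after its value was seen. In the KEGG class folding, sorting and degradation 37 of 38 genes were higher, and the one lower was *LTN1* (*Os05g0557700*, log2 fold change -1.46, standard error 0.054), also named after its value was seen. The 2 sets share 19 genes and hold 46 together, none of them a gene of Fig. 6. All 5 listed heat stress transcription factors were higher, with *HSFB2A*, *OsHsfA6a*, *HSFB2C* and *HSFB2B* at log2 fold changes of 1.23, 1.51, 1.90 and 4.89, named after their values were seen. The library-size-scaled count of *HSfA2a* was 7145 ± 191 (SD, n = 3) in *Dap1*, at least 2339-fold above the floor in WT.

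Several technical explanations were weighed. The share of higher genes in the folding class was 97.4%, against 68.2% over all 176 genes with a class, this class included. The class was tested against the other called genes with a KEGG class (Fisher's exact test, two-sided, adjusted p = 3.52e-05 over the classes of at least 5 genes). This test treats genes as independent, whereas 30 of the 38 genes are in the same pathway and may move together. Its p-value therefore cannot settle how often chance would give such a share. Library scaling moves all genes of a library alike and cancels from a comparison between genes. The 26 response to heat genes called higher had a median log2 fold change of 4.70, which was 2.90 above that of the 500 other genes called higher (1.80). Before this comparison, the genes were counted under other scalings. With both TMM factors and DESeq2's size factors 26 of the 27 genes were higher, and 24 and 23 were called higher. The numbers still higher are not used, because median shifts of -0.45 and -0.85 could hardly reverse changes of this size. The numbers still called higher are not used either, because a shift of all genes also moves genes across the threshold. Reads shared between paralogs would place the signal in 1 or 2 families, and the higher genes of the folding class carried 14 different KEGG orthology identifiers. Reads may still be split among the near-identical small heat shock genes. A single unusual *Dap1* library would leave the other libraries near WT. The median log2 ratio of the 27 genes to the WT mean, with 1 count added to each, was 4.45, 4.48 and 4.44 in the 3 *Dap1* libraries.

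The conditions on the day of sampling cannot be told apart from the mutation. The paper reports later heading in *Dap1*, so leaves at the same stage may have been collected on different days. Plants were grown in the field. The coefficient of variation of *HSfA2a* between the *Dap1* libraries was 2.68%, which either explanation would give. An effect of the mutation on heat-response genes is therefore a hypothesis that these libraries do not separate from the weather or hour of sampling. The same limit holds for every difference between *Dap1* and WT leaves given here, including those of the genes of Fig. 6.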

How the results depend on the processing

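The numbers of called genes were recomputed under 16 alternatives, fixed before the data were examined. The genes in the table were selected by the authors on the same libraries, so a count that stays high shows no stability.

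The scaling of the libraries mattered most for the split between the directions. Over the library sizes from count and FPKM, 57.7% of the called genes were higher in *Dap1*. This share was 46.5% with TMM factors over the listed genes, with 342 genes higher, and 39.0% with DESeq2's size factors over the listed genes, with 251 genes higher. The median log2 fold change moved by -0.45 and -0.85. Both of these scalings assume that most of the listed genes did not change, whereas the genes were listed for changing. With limma on log2(FPKM + 1), 394 genes were called, 276 higher and 118 lower, and 5 of the 11 genes of Fig. 6. With a test against a log2 fold change of 1, 639 genes were called, 232 of them lower, and 7 of the 11 genes of Fig. 6. With limma on log2(FPKM + 0.1), the same test with a smaller number added, 875 genes were called, 512 higher and 363 lower, and all 11 genes of Fig. 6, so most of the fall from 912 to 394 came from the number added to the FPKM. The test against a log2 fold change of 1 asks that the change exceed 1, not only differ from 0. The 4 genes of Fig. 6 that failed it were *OsMADS50*, *OsMADS62*, *OsMADS26* and *GHD7*. These were the genes of Fig. 6 within 1 standard error of the threshold. Why genes outside Fig. 6 failed it was not examined.

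The other totals ranged from 644 with DESeq2's size factors to 925 with the fold change from mean FPKM. DESeq2's Wald test called 915 genes, among them all 912 of edgeR's. Adjustment over the 21922 genes the authors tested, with ranks taken among the listed genes, called 837. Across the 6 fits that each left out one library, 858 to 882 genes were called, and 9 to 11 of the genes of Fig. 6. The bound on the log2 fold change of *OsWUS* ranged from 4.84 to 5.02 across those fits, and was 4.47 with TMM factors and 4.07 with DESeq2's size factors.

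With the replicate number as a block, 912 genes were called, 909 of them shared with the fit without the block. The mean correlation of deviations was -0.017 for libraries with the same number and 0.0085 for libraries with different numbers, so the numbers did not pair the libraries.

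For the 21 other named genes, 319 of 336 values under the alternatives kept their direction and their side of the threshold, and 17 became weaker, 4 of them in fits that left out one library. None was reversed. The number of genes in global and overview maps was 172 when each pathway entry was counted, against 101. The number of KEGG classes with an adjusted p-value under 0.05 for direction was 1 under both alternatives tried, as it was without them.

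Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many called genes as the real one, which was the real split itself. The other 9 gave 0 called genes each, with 0 or 1 genes at an unadjusted p-value under 0.05. Of these 9 splits, 3 parted every pair of libraries with the same replicate number, as the real split does, and 6 kept 2 of those pairs together. With 10 splits the share cannot fall below 0.1, and the genes had been selected for the real split, so this cannot settle whether the number of called genes exceeds chance. The test was chosen after the result was seen. Without the 98 genes with a mean count under 10, 814 genes were called. The depth limits the fold changes of the 77 genes with 3 counts or fewer in every WT library and of the 36 with 3 or fewer in every *Dap1* library, which are bounds.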

Differences from the paper's values

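Of the 18 KEGG classes shown in Fig. 4d, 4 had a different number of genes in the deposited table, by more than 1.5 times. Global and overview maps held 101 genes, against about 17 in Fig. 4d. Folding, sorting and degradation held 38 genes, against about 10 in Fig. 4d. Metabolism of other amino acids held 15 genes, against about 6 in Fig. 4d, and metabolism of cofactors and vitamins held 8 genes, against about 5 in Fig. 4d. None of the alternatives fixed before the data were examined (a mean count of at least 10, each pathway entry counted, only genes called by edgeR) closed any of these gaps. For 12 classes the numbers were equal.

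In Supplementary File 2 the replicate columns of 3 genes give other group means than the deposited table. For *SD1* the paper's replicate columns average 18.7 FPKM under the WT heading and 4.28 under the *Dap1* heading, and the deposited table gives 4.28 in WT and 18.7 in *Dap1*. For *OsGA2ox6* the paper's columns average 7.45 in WT and 2.15 in *Dap1*, and the table gives 2.15 and 7.45. For *OsCYP96B4* the paper's columns average 2.90 in WT and 6.73 in *Dap1*, and the table gives 6.73 and 2.90. The mean columns of Supplementary File 2 are those of the deposited table for all 11 genes, and the other 8 genes have the same replicate columns in both. The alternatives do not change FPKM values, so none closed these gaps.

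The paper ranks carbohydrate metabolism as the largest subgroup of metabolism. In the deposited table it held 34 genes, fewer than the 101 of global and overview maps, which are summary maps that repeat the genes of other classes. With these maps set aside, carbohydrate metabolism was the largest class of metabolism there too, followed by lipid metabolism with 21 genes. Folding, sorting and degradation held 38 genes but lies outside metabolism, so it does not bear on this ranking.

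The numbers of called genes were 912, with 526 higher and 386 lower, against the paper's 925, 532 and 393. With the fold change taken from the mean FPKM the number was 925.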

Other observations

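The tests of this part were chosen after the patterns were seen.

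In the KEGG classes with other gene numbers than Fig. 4d, a candidate explanation is that the figure leaves out the largest pathways. Leaving out the largest pathway of each class, and the largest 2 of global and overview maps, gave the number in the figure for 5 of the 6 classes whose number was not equal. In folding, sorting and degradation, 30 of the 38 genes are in protein processing in endoplasmic reticulum, and 10 remain without it. In metabolism of other amino acids, 9 of 15 genes are in glutathione metabolism, and 6 remain. Biosynthesis of other secondary metabolites was the exception, with 11 genes left. The 12 classes with equal numbers go against leaving out the largest pathway of every class. Signal transduction held 16 genes in both the table and the figure, although plant hormone signal transduction alone has 12. The explanation could therefore hold only for the classes that differ. Because the pathways were picked after the numbers were seen and the paper's text does not describe how the figure was made, it remains a hypothesis. No biological explanation was tested.

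Listed genes with neighbouring identifiers changed the same way more often than chance. Among the 894 genes with an identifier on a chromosome, 59 pairs had identifiers no more than 100 apart, and 54 of them (91.5%) changed in the same direction, where 10000 shuffles of higher and lower over the genes gave a mean of 30.1 (permutation test, p = 0.0001, the smallest p these shuffles can give). A candidate explanation is that overlapping gene models or copies share reads. Leaving out pairs with a hypothetical or non-protein-coding model, with the same description or with heat-related descriptions for both, 14 of 17 pairs changed in the same direction (permutation test, p = 0.0081), where the shuffles gave a mean of 8.67. Coding genes can overlap too and no coordinates were used here, so the pattern cannot be told apart from shared reads. In 3 pairs of genes all 6 counts were identical, as in *Os09g0482200* and *Os09g0482500*. The identifiers in each of these 3 pairs are more than 100 apart, so they are not among the 59 pairs.

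The spread between replicates was close to a constant multiple of counting noise in WT, and the multiple rose with the count in *Dap1*. In WT libraries the variance was 1.82 times counting noise for genes with 30 to 100 counts summed over the group and 2.03 times for genes with over 1000. In *Dap1* libraries it was 1.70 and 2.75 times. The excess over counting noise in WT rose 1.26-fold from the lowest to the highest of these classes while the median count rose 37.5-fold. In *Dap1* the excess rose 2.51-fold while the median count rose 55.5-fold. Variation between single plants with a constant coefficient of variation would raise it in proportion to the count. Of the counts of at least 10, 49.3% were odd, so fragments counted more than once in pairs would not give the pattern. Replicates drawn from shared or pooled material might give it, which was not tested. The genes had been selected by a test on these libraries, which can favour a small spread. No biological explanation was tested.

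The authors' p-values and FDRs place the listed gene with the largest p-value at rank 5168 of 21922 genes tested. At least 4243 genes at or below that p-value are therefore outside the list, and 23.6% of the genes tested lie at or below it. The paper also required an absolute log2 fold change over 1, and the smallest one listed was 1.001. Under these thresholds such genes are left out for their fold change, which is not given for unlisted genes.

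The paper reports by qRT-PCR that *OsWUS* expression in WT is higher in leaves than in the other tissues. In the WT leaf libraries 0 counts were listed on *OsWUS* in each of the 3 libraries, with a floor of at most 0.215 FPKM.

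Further genes of the flowering families were chosen after their values were seen. *Os06g0108500*, described as similar to the MADS-box transcription factor AGL1, had a log2 fold change of -2.61 (standard error 0.29), and is one of 6 listed MADS-box genes. *OsFT* (*Os09g0513500*, described as similar to ZCN24) was higher in *Dap1*, with 28, 11 and 16 counts in WT and 64, 65 and 81 in *Dap1* (log2 fold change 1.90, standard error 0.26).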
